A study of Escherichia coli with 24 samples. Its data were reported in "Human PNPase causes RNA stabilization and accumulation of R-loops in the Escherichia coli model system" (2023).

How the data were processed

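RNA was measured by directional sequencing of ribosomal RNA-depleted libraries in 4 Escherichia coli strains. Cultures were grown at 37 °C to an OD600 of 0.8 and sampled before (T0) and 4 min after (T4) the addition of rifampicin at 0.4 mg/ml, an antibiotic that blocks the initiation of transcription. C-1a carries the natural pnp gene for polynucleotide phosphorylase (PNPase), an RNA exonuclease. C-5691 has a pnp deletion, and C-6001 carries a recoded human PNPase gene in place of pnp. The genotype of the remaining strain, C-6019, is given neither by the labels nor by the paper's text, so its values are reported without one. Strain and time came from the sample labels, which gave 8 groups of 3 libraries.

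The authors mapped the reads to the MG1655 chromosome with bowtie2 in its very sensitive mode and used bedtools to obtain, for each annotated gene, the raw read counts deposited in the table. Software versions and the use of strand in counting are not stated, so counts of overlapping and antisense genes are uncertain, as are those of near-identical copies. The values were whole numbers with a different total in each library, from 44.3 to 89.6 M counts. These totals exceed the sequencing depth given in the methods of the paper, even with each mate of a read pair counted on its own, and the reason is not stated. A count may therefore not stand for 1 sequenced fragment, which makes the floor and the counting error uncertain. All 24 library columns were used. Of the 4419 genes listed, 4297 were matched to the ASM584v2 annotation by symbol, 52 after a hyphen was left out, 66 by an older symbol and 4 (ybfK, ygiA, rffT and yzfA) by none. No count was found for 238 genes. The sequence of the human gene is not part of that annotation, and its RNA was not analysed here.

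Differential tests used edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F-test with installed defaults, filterByExpr on the groups). A gene was past the threshold with a Benjamini-Hochberg adjusted p under 0.01 and a log2 fold change of at least 1 in size. All adjusted p-values for single genes are from edgeR, and errors of log2 fold changes are standard errors (SE) recovered from its F statistic. T0 strain comparisons used trimmed mean of M values (TMM) factors. The comparisons of T4 with T0, and the retention comparisons (the difference between strains in log2 T4/T0, an interaction term), used library size alone, since a loss that affects most RNAs would be removed by factors that centre the typical gene. Fits left out C-6019 unless it was compared.

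Percent remaining was 100 times the mean CPM (counts scaled to equal library totals) at T4 over the mean CPM at T0. It was computed for 4164 genes with a mean T0 count above 10 in at least 1 strain other than C-6019, and genes were put in 4 categories: over 75%, 50 to 75%, 25 to 50% and under 25%. Its spread is the standard deviation (SD) over 3 cultures, each T4 library being divided by the T0 library of the same number. This pairing was checked on the counts. Across 4072 genes, deviations from the group mean of the T0 and T4 libraries with the same number correlated in every culture (Pearson's r from 0.154 to 0.579; genes are not independent replicates), so the culture was also tried as a replicate block. In C-6019, however, T0 library 2 correlated more with T4 library 3 (r = 0.393) than with T4 library 2 (r = 0.154), so the pairing is uncertain there. Library 1 of C-6001 and library 2 of C-5691 reached 0.507 at T0, so a correlation of this size alone does not show a shared culture. Between strains, libraries with the same number shared such deviations at T0 only for C-6019 and C-6001 (r from 0.362 to 0.629). Strains were compared on culture medians with exact two-sided permutation tests, for which 3 cultures against 3 give a smallest p of 0.1.

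Lists of genes controlled by LexA (SOS response), CpxR (envelope stress) and SoxS (oxidative stress) were written before the data were examined. They were tested at T0 with camera from limma 3.58.1 (log2 CPM, prior count 2, preset correlation 0.01), and the 9 tests were adjusted together. The lists were prompted by the study, which singled out these regulators in the same strains. Its methods describe separate cultures for expression levels and for RNA stability, and whether any library served for both is not stated, so the list tests cannot be taken as independent evidence. A set was past the threshold with an adjusted p under 0.05.

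The rule for naming genes was fixed before the data were examined, and genes outside it (ybhC, bioB, glmY, rrfG, rrfC, yoeB, smg, rpoH, psiE and leuX) were named after their values were seen. The rule took pnp, genes that the study discusses, 4 stable RNAs (ssrA, ssrS, rnpB and ffs), and the largest rises and falls past the threshold in each comparison with a mean count of at least 50 and no overlap between the values of the groups. The last part took 3 each way, or 2 each way for T4 against T0 and wherever C-6019 was compared. Positions are on the MG1655 chromosome. Counts of 3 or fewer in every library of a group were treated as the floor, and counting error is only part of the error, since reads without molecular identifiers are not independent molecules.

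Choices, thresholds and most alternatives were also fixed before the data were examined. The alternatives were TMM factors or library size in place of the other, library size without the rRNA and tRNA genes, a stable RNA reference (median ratio over ssrA, ssrS, rnpB and ffs), DESeq2 1.42.0 with its own size factors, no filter or a mean count of at least 50, replicate blocks, fits to fewer or more libraries, other T0 count minimums, mean culture ratios, fry, camera with an estimated correlation, and leaving out each replicate number. Chosen after the data were seen were quasi-likelihood with legacy = FALSE, leaving out single libraries of 1 strain, and library size without ssrA and rnpB.

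The procedure was tested on simulated data with 3 libraries per group. All of 199 changed genes (100%) were recovered at T0 with 0 wrong calls among 4160 genes, and 93.5% of 200 were recovered in the retention comparison with 7 wrong calls among 4164. Every simulated change was larger than the fold change threshold. The spread followed the fitted trend with abundance alone, and no difference of set or scaling was added. These rates therefore do not give the accuracy of the calls in the real data. Replicate libraries of a group were not copies of each other: their counts differed by far more than counting error in all 24 pairs (chi-square per degree of freedom from 74.5 to 1284). Numbers in the library titles run from 1 to 12 for C-1a with C-5691 and again from 1 to 12 for C-6001 with C-6019. If these mark 2 sequencing sets, no strain is in both, so set and strain cannot be told apart in any comparison across them, and no value within a set can be given for those.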

Results

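Counts were obtained for 4419 genes in 24 libraries, 3 for each of the 4 strains at T0 and at T4. Mean library totals at T0 were 69.2 ± 2.88 M counts in C-1a (SD, n = 3 for this and all later means), 77.5 ± 12.2 M in C-5691, 58.1 ± 8.98 M in C-6001 and 50.9 ± 3.16 M in C-6019. At T4 they were 67.9 ± 8.11, 62.4 ± 4.05, 44.7 ± 0.607 and 54.3 ± 1.55 M, in the same order. Single libraries held from 44.3 to 89.6 M counts.

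The state of the pnp locus was examined first (positions 3309033 to 3311168). At T0, pnp RNA stood at 1813 ± 119 CPM in C-1a. Counts at these positions stood at 257 ± 3.31 CPM in C-5691, 27.4 ± 1.72 CPM in C-6001 and 27.8 ± 0.406 CPM in C-6019, the last with 1350 to 1486 counts per library. The log2 fold change was -3.05 ± 0.11 (SE) in C-5691 against C-1a (adjusted p = 3.66e-07), -6.39 ± 0.13 in C-6001 against C-1a (adjusted p = 1.90e-08) and -3.34 ± 0.12 in C-6001 against C-5691 (adjusted p = 1.70e-06). At T4, the level was 469 ± 16.3 CPM in C-1a, 341 ± 28.8 CPM in C-5691, 22.3 ± 1.73 CPM in C-6001 and 26.5 ± 2.47 CPM in C-6019. Thus 25.9% of the pnp level remained in C-1a and 132% in C-5691. By the study, pnp is deleted in C-5691, and the coding region at exactly these positions is replaced in C-6001. Counts there cannot come from an intact pnp RNA, and where in the gene they lie was not analysed here. Percent remaining and retention of pnp in these strains thus do not measure the stability of the same RNA as in C-1a. The retention difference for pnp was 2.36 ± 0.14 in C-5691 against C-1a (adjusted p = 1.56e-08) and 1.66 ± 0.14 in C-6001 against C-1a (adjusted p = 2.90e-07). Between C-6001 and C-5691 it was -0.70 ± 0.14 (adjusted p = 0.00115), short of the fold threshold by library size and past it by TMM factors, at -1.21.

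T0 levels in C-5691 and C-1a were compared to ask what the loss of PNPase changes in growing cells. Past the threshold were 483 of 4164 genes, 178 higher and 305 lower in C-5691. Scaling by library size gave 561 genes and turned the balance to 355 higher and 206 lower, since it shifted the median gene by 0.24 on the log2 scale where TMM left it at 0.02. With the stable RNA reference the median moved to 0.21 and the split to 316 higher and 224 lower. The 3 largest rises were in metW (2947497 to 2947573), metV and metZ, neighbouring genes of initiator tRNA, with log2 fold changes of 4.86 ± 0.30, 4.67 ± 0.33 and 4.66 ± 0.24. These are near-identical copies, so how their reads divide is uncertain. For metW the mean was 14.0 ± 5.11 CPM in C-1a and 481 ± 41.7 CPM in C-5691. The 3 largest falls were in dhaK (1249768 to 1250838; -4.74 ± 0.17, adjusted p = 2.89e-07), dhaL (-4.63 ± 0.16) and tdcB (-4.61 ± 0.50). The level of dhaK was 738 ± 131 CPM in C-1a and 32.4 ± 6.12 CPM in C-5691. All 7 genes tdcA to tdcG were past the threshold and lower, from -2.40 in tdcA to -4.61 in tdcB. Lower too were glpA (-1.51 ± 0.37, adjusted p = 0.00852), glpB (-2.29 ± 0.42) and glpC (-2.56 ± 0.39). The fall of tnaA was -1.65 ± 0.42 with an adjusted p of 0.00967, and both it and glpA (-1.30) lost their calls by library size.

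The same comparison of C-6001 with C-1a asked what follows when the human enzyme takes the place of the bacterial one. Past the threshold were 590 genes, 242 higher and 348 lower. By library size, which moved the median gene to 0.37, there were 788 genes, 571 higher and 217 lower, and with the stable RNA reference (median 0.38) 816 genes, 599 higher and 217 lower. Of the 590 genes, 367 were also past the threshold in C-5691 against C-1a, 364 of them in the same direction. Both comparisons use the same C-1a libraries, which alone favours such overlap, so it is not independent evidence. The largest rises were again in metW (4.89 ± 0.30), metV (4.83 ± 0.33) and metZ (4.75 ± 0.24). The largest falls were in pnp, tnaA (3888730 to 3890145; -5.41 ± 0.49, adjusted p = 4.28e-05) and its leader tnaC (-5.26 ± 0.56). Mean tnaA levels were 9562 ± 1709 CPM in C-1a, 3579 ± 1473 CPM in C-5691 and 283 ± 155 CPM in C-6001. The tdc genes were lower here as well, from -2.39 in tdcA to -4.79 in tdcB. The changes of glpB (-1.65 ± 0.41, adjusted p = 0.00874) and glpC (-1.99 ± 0.38) passed the threshold, and the call for glpB was lost by library size (-1.33) and with the stable RNA reference (-1.32). For glpA (-0.92 ± 0.37, adjusted p = 0.0581) the threshold was not reached.

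C-6001 and C-5691, which both lack bacterial PNPase, were compared to isolate the presence of the human enzyme. Only 65 genes were past the threshold, 42 higher and 23 lower in C-6001, and 789 had an unadjusted p under 0.05. The split was 62 higher and 18 lower with the stable RNA reference (median 0.16), and library size moved the median gene to 0.11. The count was 35 without replicate 3 of C-6001, 40, 34 and 40 without replicate 1, 2 or 3 of C-5691, and 25 (22 higher and 3 lower) and 15 (13 and 2) without replicate 2 or 3 of all strains. Without replicate 1 of C-6001 it was 76, with the balance turned to 37 higher and 39 lower. Of the 65 genes, 54 were also past the threshold in C-6001 against C-1a, 52 in the same direction, but both comparisons use the same C-6001 libraries. The largest rises were in tisB (3853553 to 3853642; 3.63 ± 0.17, adjusted p = 8.90e-06), umuD (1230767 to 1231186; 3.32 ± 0.18, adjusted p = 1.30e-05) and sulA (1020410 to 1020919; 3.17 ± 0.14, adjusted p = 8.43e-06), all on the LexA list. The largest falls were in tnaA (-3.76 ± 0.45, adjusted p = 0.00160), lldR (-3.68 ± 0.58, adjusted p = 0.00664) and lldD (-3.65 ± 0.46, adjusted p = 0.00219). The fall of lldR lost its call in each of the 9 fits that left out libraries, and that of tnaA without replicate 3 of C-6001. The changes of glpA (0.59 ± 0.36), glpB (0.64 ± 0.41) and glpC (0.57 ± 0.37) were not past the threshold.

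Whether the SOS response was induced was asked with the LexA list, of which 29 of 32 genes were tested. In C-5691 against C-1a, the median log2 fold change of the list was 0.06, with 16 genes higher (camera, adjusted p = 0.821). Against the same strain, C-6001 had a median of 0.97 with 28 of 29 genes higher (adjusted p = 2.98e-11), and 14 genes were past the threshold both over all genes and adjusted over the list alone. Compared with C-5691, C-6001 had a median of 1.03 with 28 of 29 genes higher (adjusted p = 6.46e-32), and 13 genes were past the threshold over all genes and 15 adjusted over the list alone. For C-5691 against C-1a those counts were 1 and 0. Both LexA calls held under fry (adjusted p = 1.73e-06 for each), and with an estimated correlation only the call against C-5691 held (0.00950, and 0.0523 against C-1a). By library size and with the stable RNA reference, all 29 genes were higher in C-6001 in both comparisons. Past the threshold were then 22 genes against C-1a with either scaling, and 14 and 16 against C-5691. In C-5691 against C-1a, 23 of 29 genes were higher with either scaling (median 0.27 and 0.24), as the median of all genes moved to 0.24 and 0.21. There, 1 gene was past the threshold with each.

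Among single SOS genes, recA (2822708 to 2823769) stood at 313 ± 24.8 CPM in C-1a, 279 ± 1.97 CPM in C-5691, 1732 ± 213 CPM in C-6001 and 1624 ± 144 CPM in C-6019 at T0. Its log2 fold change was 2.14 ± 0.13 in C-6001 against C-1a (adjusted p = 8.32e-06), 2.53 ± 0.13 against C-5691 (adjusted p = 9.94e-06), and -0.39 ± 0.12 in C-5691 against C-1a (adjusted p = 0.0241, not past the threshold). In C-6001 against C-1a, the change was 2.85 ± 0.17 for tisB, 3.30 ± 0.18 for umuD, 3.10 ± 0.14 for sulA, 2.81 ± 0.19 for dinI and 1.85 ± 0.25 for recN. Against C-5691, dinI changed by 2.75 ± 0.19 and recN by 2.75 ± 0.25, and the call for recN was lost in each fit that left out one replicate number in all strains. In C-5691 against C-1a, tisB (-0.78 ± 0.16, adjusted p = 0.00330) and recN (-0.90 ± 0.24, adjusted p = 0.0130) were lower, neither past the threshold.

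**Figure D1:**
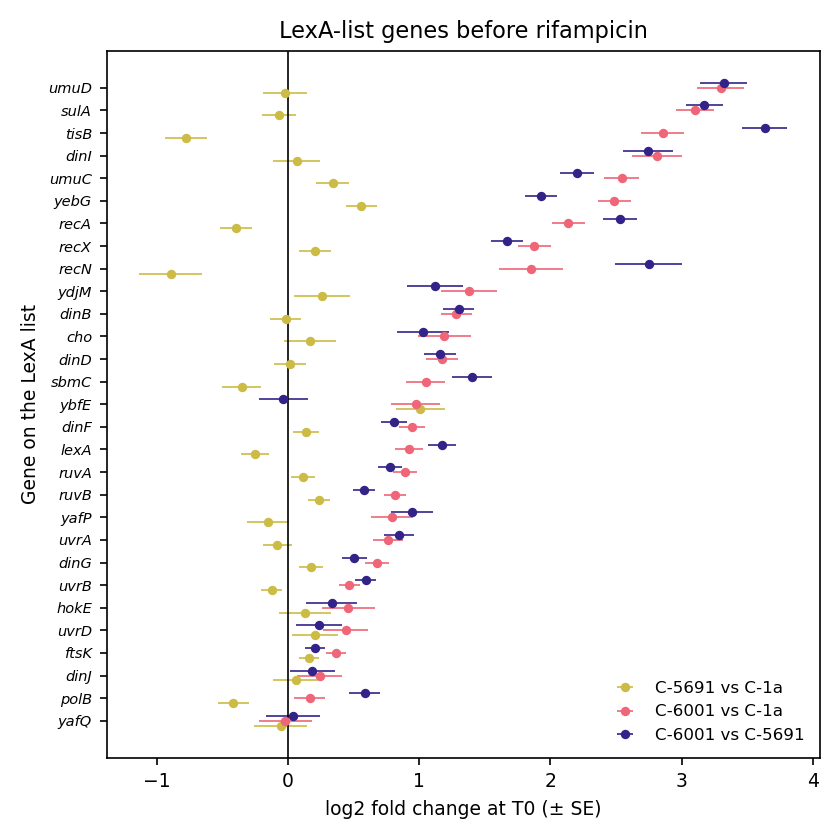
Log2 fold change at T0 (horizontal axis, TMM factors) of the 29 tested genes on the LexA list, with bars for the SE. Comparisons of C-6001 with C-1a and with C-5691 each have 28 of 29 genes above 0, and that of C-5691 with C-1a has 16.

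The CpxR and SoxS lists addressed envelope and oxidative stress. All 17 CpxR-list genes were tested. In C-6001 against C-5691 their median change was 0.17 with 16 genes higher (camera, adjusted p = 5.30e-06; 1 gene past the threshold over all genes and 1 adjusted over the list alone), and the call held under fry (1.73e-06) and with an estimated correlation (0.00950). Against C-1a, the medians were 0.08 in C-5691 (9 genes higher, adjusted p = 0.929; 4 genes past the threshold by either adjustment) and 0.25 in C-6001 (11 higher, adjusted p = 0.222; 5 by either). Under fry the set in C-6001 against C-1a passed as well (1.73e-06). The gene cpxP rose by 1.72 ± 0.08 in C-6001 against C-1a (adjusted p = 3.03e-06) and by 0.71 ± 0.08 in C-5691 against C-1a (adjusted p = 0.000195). Its rise of 1.01 ± 0.08 in C-6001 against C-5691 (adjusted p = 0.000162) lay at the fold limit and fell short of it with DESeq2 (0.99), without replicate 3 of C-6001 and without replicate 1 of C-5691. None of the 3 SoxS-list tests (19 genes) passed under camera with TMM factors and all replicates. For C-6001 against C-5691 the adjusted p was 0.0461 by library size and 0.0476 without replicate 2. The median change was -0.23 in C-5691 against C-1a (6 higher, adjusted p = 0.0616; 1 gene past the threshold by either adjustment), -0.11 in C-6001 against C-1a (7 higher, 0.229; 4 by either) and 0.16 in C-6001 against C-5691 (14 higher, 0.0616; 0 by either, and 789 of all genes at an unadjusted p under 0.05). All 3 passed under fry (2.48e-05, 0.000625 and 0.00159). The median of the list in C-6001 against C-1a moved to 0.22 by library size and 0.24 with the stable RNA reference, as the median of all genes moved to 0.37 and 0.38. Relative to the other genes the list stayed lower by library size (camera, adjusted p = 0.681). The regulator gene soxS itself rose by 1.56 ± 0.14 in C-6001 against C-1a (adjusted p = 4.79e-05). It rose by 0.67 ± 0.14 in C-5691 against C-1a (adjusted p = 0.00404) and by 0.88 ± 0.14 in C-6001 against C-5691 (adjusted p = 0.00686), both under the fold limit, the latter 1.05 and past it with the stable RNA reference.

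Genes whose products limit R-loops, hybrids of RNA with DNA, were compared at T0. The gene rnhA (235535 to 236002) stood at 34.8 ± 4.76 CPM in C-1a, 36.8 ± 1.47 CPM in C-5691, 41.9 ± 3.82 CPM in C-6001 and 42.9 ± 0.854 CPM in C-6019. Its log2 fold change against C-1a was -0.14 ± 0.09 in C-5691 (adjusted p = 0.220) and -0.06 ± 0.09 in C-6001 (adjusted p = 0.605), and both values were positive by library size (0.08 and 0.27). Changes of recG were 0.56 ± 0.14 in C-5691 (adjusted p = 0.00806) and 0.63 ± 0.14 in C-6001 (adjusted p = 0.00412). Those of topA were 0.13 ± 0.09 (adjusted p = 0.248) and 0.33 ± 0.09 (adjusted p = 0.0104). None of these was past the threshold.

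RNA loss over 4 min of rifampicin was measured within each strain. By library size, 2693 of 4165 genes were past the threshold in C-1a (84 higher and 2609 lower at T4) and 2815 in C-5691 (66 higher and 2749 lower). In C-6001 there were 2207 (41 higher and 2166 lower), and in C-6019 2070 (63 higher and 2007 lower). The median log2 T4/T0 was -1.66, -1.65, -1.07 and -0.96 in the same order. Scaling set this balance. TMM factors moved the medians to -0.23, -0.13, -0.07 and 0.00 and gave 1043 higher and 1408 lower in C-1a, 902 and 1158 in C-5691, 634 and 726 in C-6001, and 650 and 629 in C-6019. DESeq2 gave 1251 higher and 1206 lower in C-1a, 1058 and 1014 in C-5691, 743 and 593 in C-6001, and 708 higher of 1292 in C-6019. The stable RNA reference moved the medians to -2.55, -2.44, -1.83 and -2.04 and gave 3531 genes in C-6019, 3525 of them lower.

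The largest rises at T4, as shares of the counts that were left, were in yfbP (2.28 ± 0.24) and tdcG (2.26 ± 0.38) in C-1a. In C-5691 they were in yfbP (2.54 ± 0.24) and yfbN (2.41 ± 0.19), and in C-6001 in the same genes (1.98 ± 0.24 and 1.88 ± 0.19). In C-6019, the copies rrlH (3.40 ± 0.64) and rrlB (3.27 ± 0.62) of 23S rRNA rose most, an RNA that the libraries were depleted of. The largest falls were in fhuF (-7.31 ± 0.38) and bglJ (-7.13 ± 0.52) in C-1a, cspA (-7.12 ± 0.45) and hisL in C-5691, cynT (-5.88 ± 0.50) and cspG (-5.83 ± 0.45) in C-6001, and cspG (-5.35 ± 0.42) and cspA (-5.26 ± 0.38) in C-6019. In C-5691, hisL went from 1.85 ± 0.274 CPM to at most 2 counts per library, a level at least 38.5-fold lower.

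Percent remaining was compared between strains to ask whether RNA is degraded more slowly. The median over 4164 genes (4162 in C-6019, where ybhB and bioA had no counts at T0) was 31.8% in C-1a, 31.9% in C-5691, 47.6% in C-6001 and 51.4% in C-6019. Culture medians averaged 31.9 ± 3.06%, 32.0 ± 3.21%, 47.6 ± 3.88% and 51.3 ± 2.97%. All cultures of C-6001 (43.4% to 50.9%) lay above all cultures of C-1a (28.6% to 34.6%) and of C-5691 (29.8% to 35.6%). The exact two-sided permutation p was 0.1 for each of these comparisons, the smallest that 3 against 3 can give, and 0.167 after adjustment over the 10 tests of this scaling. Chance gives such a separation in 10% of cases. C-6019 was likewise above C-1a (exact permutation p = 0.1). By library size, cultures of C-5691 and C-1a overlapped (exact permutation p = 1), as did those of C-6019 and C-6001 (exact permutation p = 0.3). With the stable RNA reference the medians were 16.7%, 18.5%, 28.0% and 24.3%, and C-6001 again lay above C-1a and C-5691 in every culture. The order of C-6019 and C-6001 was then the opposite, with no overlap (exact permutation p = 0.1). TMM factors, which centre most genes, gave 85.5%, 91.4%, 95.3% and 97.1%. With these factors C-5691 lay above C-1a without overlap, by 5.04 points in the mean of culture medians (exact permutation p = 0.1), and differed from it by -168 genes under 25% per culture (exact permutation p = 0.1).

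**Figure D2:**
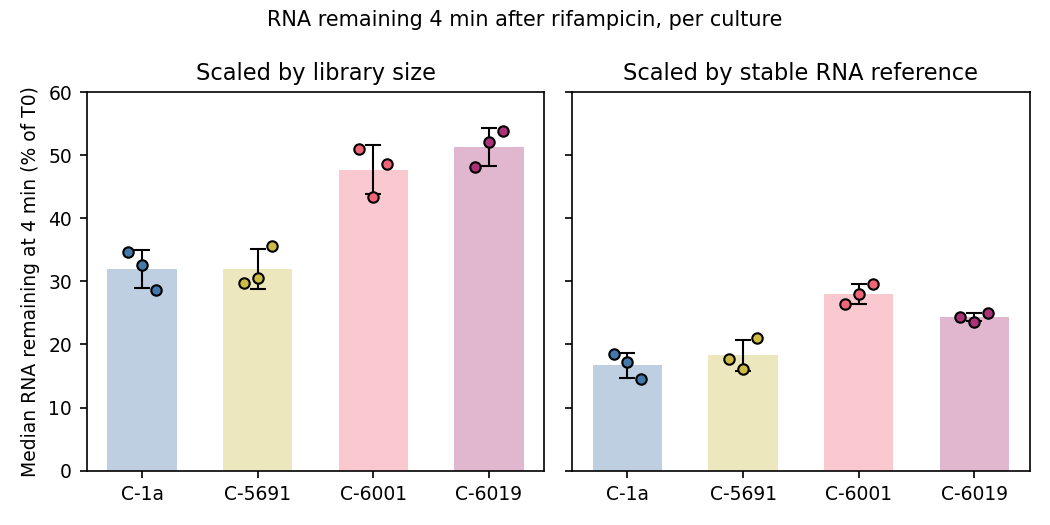
Median percent of RNA remaining at 4 min (vertical axis) per culture (points), with the mean (bar) and SD of 3 cultures for each strain. By library size (left), cultures of C-6001 lie between 43.4% and 50.9% and those of C-5691 between 29.8% and 35.6%, and with the stable RNA reference (right) C-6001 lies between 26.4% and 29.5% and C-5691 between 16.1% and 21.0%.

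By category, C-1a had 1045 genes over 75%, 491 at 50 to 75%, 827 at 25 to 50% and 1801 under 25%. C-5691 had 832, 559, 1070 and 1703 genes in the same order, C-6001 had 1103, 864, 1455 and 742, and C-6019 had 1203, 935, 1414 and 610. As a description across genes, which are not independent replicates, the chi-square over C-1a, C-5691 and C-6001 was 828 with 6 degrees of freedom. Per culture, genes under 25% numbered 1808 ± 92.2 in C-1a, 1706 ± 171 in C-5691, 756 ± 174 in C-6001 and 614 ± 77.7 in C-6019. The strains differed in this count as in the median (exact permutation p = 0.1 for C-6001 against C-1a and against C-5691, and 0.6 for C-5691 against C-1a).

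**Figure D3:**
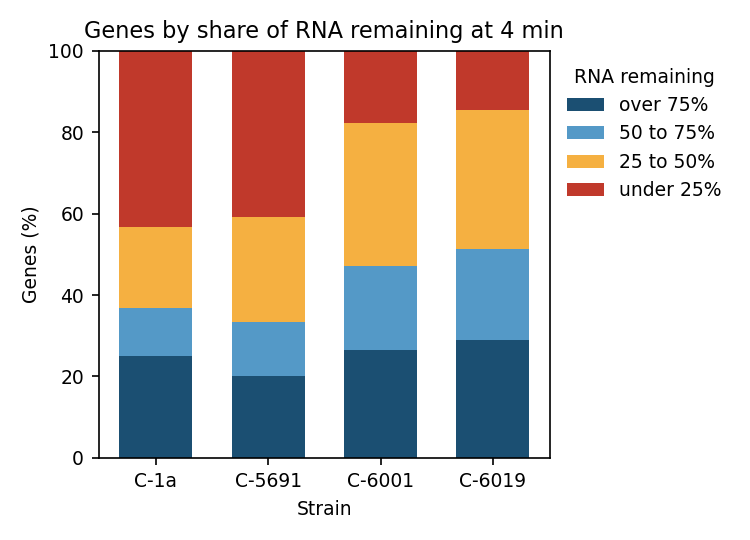
Percent of genes (vertical axis) in each category of RNA remaining at 4 min, by strain, from group means scaled by library size. The share under 25% is smaller in C-6001 (742 genes) and C-6019 (610 genes) than in C-1a (1801 genes) and C-5691 (1703 genes).

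Against C-5691, 1754 genes were in a more stable category in C-6001 and 35 in a less stable one. Single cultures of those strains gave 1038 to 2267 more stable and 37 to 173 less stable genes over 9 pairs. As a background, single cultures of 1 strain differed by up to 1031 genes in the larger direction (C-6001). Against C-1a, C-6001 had 1604 genes in a more stable category and 283 in a less stable one, and C-6019 had 1845 and 225, which came closer to even with the stable RNA reference (666 and 517). C-5691 had 544 more stable and 790 less stable genes than C-1a, a balance that flipped with TMM factors (834 and 429). Between C-6019 and C-6001, 484 genes were more stable in C-6019 and 93 less, which flipped with the stable RNA reference (52 and 796). TMM factors gave 245 and 141. The 484 became 798 without replicate 1 and 315, with 213 less stable, without replicate 2.

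The difference itself was then tested gene by gene. The retention comparison of C-6001 with C-5691 gave 718 genes past the threshold, 717 higher and 1 lower in C-6001, with a median over all genes of 0.54. DESeq2 gave 209 (186 higher and 23 lower), the stable RNA reference 581 (580 and 1, median 0.57) and TMM factors, which moved the median to 0.02, 187 (175 and 12). The largest differences were in mgtS (3.82 ± 0.42, adjusted p = 9.64e-06), ychH (1258791 to 1259069; 3.61 ± 0.26, adjusted p = 4.33e-07) and mgtL (3.35 ± 0.37, adjusted p = 9.64e-06). Of ychH RNA, 4.32% remained in C-5691 and 52.6% in C-6001. mgtS had 3 to 9 counts per library in C-5691 at T4. The lower gene was sraG (-1.25 ± 0.16, adjusted p = 2.73e-05), a small RNA gene at 3311183 to 3311398, 14 bp from pnp, of which 106% remained in C-5691 and 44.3% in C-6001. The count was 463 and 461 without replicate 1 or 3 of C-6001, 404 and 456 without replicate 1 or 2 of C-5691, and 133, 339 and 389 without replicate 1, 2 or 3 of all strains.

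**Figure D4:**
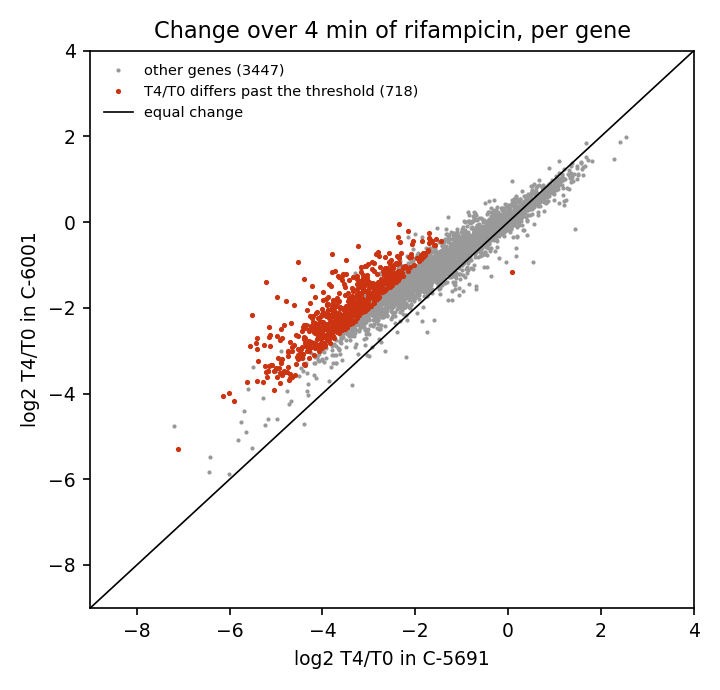
Log2 T4/T0 per gene in C-5691 (horizontal axis) and C-6001 (vertical axis), scaled by library size, with the line of equal change. Of the 718 genes past the threshold for the difference, 717 lie above the line.

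C-6001 against C-1a gave 1141 genes with different retention, 1123 higher and 18 lower (median 0.49). Of these, 462 were also past the threshold against C-5691, 461 in the same direction, but both comparisons use the same C-6001 libraries. Against C-1a, TMM factors gave 605 higher and 156 lower (median 0.06). DESeq2 gave 546 and 257, and the stable RNA reference 1241 and 13 (median 0.62). C-5691 against C-1a gave 374 genes, 223 higher and 151 lower (median -0.07). TMM factors gave 297 and 119, and the stable RNA reference 186 and 52. Without replicate 1, 2 or 3 of C-5691, the 374 became 210 (161 higher and 49 lower), 184 (136 and 48) and 216 (112 and 104). Without replicate 2 of all strains it was 119 (81 and 38), and without replicate 1 341 (269 and 72). The balance turned without replicate 3 of all strains, to 148 higher and 169 lower, so no direction is given for this comparison. Largest in both comparisons was bsmA (4416441 to 4416770; 5.29 ± 0.42 in C-5691 and 5.14 ± 0.41 in C-6001, adjusted p = 2.42e-07 and 1.71e-07), of which 3.15% remained in C-1a, 123% in C-5691, 111% in C-6001 and 127% in C-6019. For exuR the differences were 4.12 ± 0.27 and 4.17 ± 0.27, with 4.35% remaining in C-1a, 75.7% in C-5691 and 78.3% in C-6001. Also among the largest were yqfA in C-5691 (3.73 ± 0.33) and bglJ in C-6001 (4.17 ± 0.64). The largest falls were in astE (-3.08 ± 0.64), astB (-2.55 ± 0.60) and yghD (-2.47 ± 0.52) in C-5691, and yghD (-1.85 ± 0.51), narI (-1.67 ± 0.23) and yneP (-1.64 ± 0.35) in C-6001. In the fit to the libraries of C-5691 and C-1a alone, the calls for astE, astB and yghD were lost.

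For the regulated genes, soxS retention was higher in C-6001 than in C-5691 by 2.67 ± 0.32 (adjusted p = 1.82e-05). It was higher than in C-1a by 1.38 ± 0.32 (adjusted p = 0.00198; 0.92 with TMM factors, under the fold limit) and lower in C-5691 than in C-1a, at -1.29 ± 0.32 (adjusted p = 0.00822; call lost with the stable RNA reference). Retention of cpxP was higher in C-6001 by 1.34 ± 0.20 against C-5691 (adjusted p = 9.85e-05) and by 1.06 ± 0.20 against C-1a (adjusted p = 0.000372), both under the fold limit with TMM factors (0.83 and 0.63), and did not differ between C-5691 and C-1a (-0.29 ± 0.20, adjusted p = 0.310). For recA, the difference from C-1a was -0.50 ± 0.19 in C-5691 (adjusted p = 0.0537) and -0.42 ± 0.19 in C-6001 (adjusted p = 0.0737).

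The stable RNAs used as a reference kept or raised their share of counts, with an exception. From T0 to T4, ssrA rose from 72884 ± 16662 to 145569 ± 38540 CPM in C-1a and from 47757 ± 3775 to 104735 ± 8787 CPM in C-6001. rnpB rose from 15610 ± 894 to 36332 ± 5653 CPM and from 16198 ± 174 to 40166 ± 2379 CPM, and ssrS from 522 ± 30.1 to 843 ± 80.3 CPM and from 474 ± 16.6 to 803 ± 427 CPM. ffs, at 3.79 ± 0.0984 CPM in C-1a at T0, fell from 8.78 ± 0.571 to 5.28 ± 0.998 CPM in C-5691 and from 9.46 ± 1.94 to 4.74 ± 2.08 CPM in C-6001, which limits the reference.

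C-6019 was compared with C-1a and C-6001 at T0 and in retention. Against C-1a at T0, 691 genes were past the threshold, 276 higher and 415 lower. By library size (median 0.33) there were 582 higher and 258 lower, and with the stable RNA reference (median 0.40) 665 and 247. Of the 691 genes, 567 were also past the threshold in C-6001 against C-1a, all 567 in the same direction. Both comparisons use the same C-1a libraries, here and in retention. Errors in these libraries alone favour shared calls in the same direction, so the overlap is not independent evidence. The largest rises were in metW (4.72 ± 0.27) and metV (4.66 ± 0.30). In retention against C-1a there were 1374 genes, 1353 higher and 21 lower (median 0.61), of which 1121 were past the threshold in C-6001 against C-1a too, all in the same direction. TMM factors gave 702 higher and 186 lower (median 0.12), DESeq2 563 and 334, and the stable RNA reference 1085 and 29 (median 0.46). The largest rises were in bsmA (5.34 ± 0.40) and bglJ (4.66 ± 0.61) and the largest falls in astE (-2.36 ± 0.61) and yghD (-1.82 ± 0.46). The call for astE was lost without replicate 2 or 3 of C-6019, and that for yghD without replicate 2 of C-1a.

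C-6019 and C-6001 differed at T0 in 2 genes, ybhB (807433 to 807909) and bioA (807968 to 809257), and 77 genes had an unadjusted p under 0.05. In retention they differed in 0 genes, with 96 at an unadjusted p under 0.05. The stable RNA reference, which shifted the median gene from 0.07 to -0.24, also gave 0, with 73 at an unadjusted p under 0.05. ybhB and bioA had no counts in the C-6019 libraries at T0. The mean level of ybhB was 113 ± 11.4 CPM in C-1a, 56.9 ± 0.506 CPM in C-5691 and 71.1 ± 4.81 CPM in C-6001, so that C-6019 was at least 1918-fold, 963-fold and 1202-fold lower. For bioA the means were 6.14 ± 0.894, 9.43 ± 0.898 and 10.6 ± 0.368 CPM, and C-6019 was at least 104-fold, 160-fold and 180-fold lower. The flanking genes, chosen after their values were seen, were ybhC, at 231 ± 19.99 CPM in C-6019 and 303 ± 28.6 to 354 ± 8.19 CPM in the other strains, and bioB, at 8.18 ± 0.307 CPM and 6.51 ± 0.801 to 9.66 ± 0.251 CPM.

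**Figure D5:**
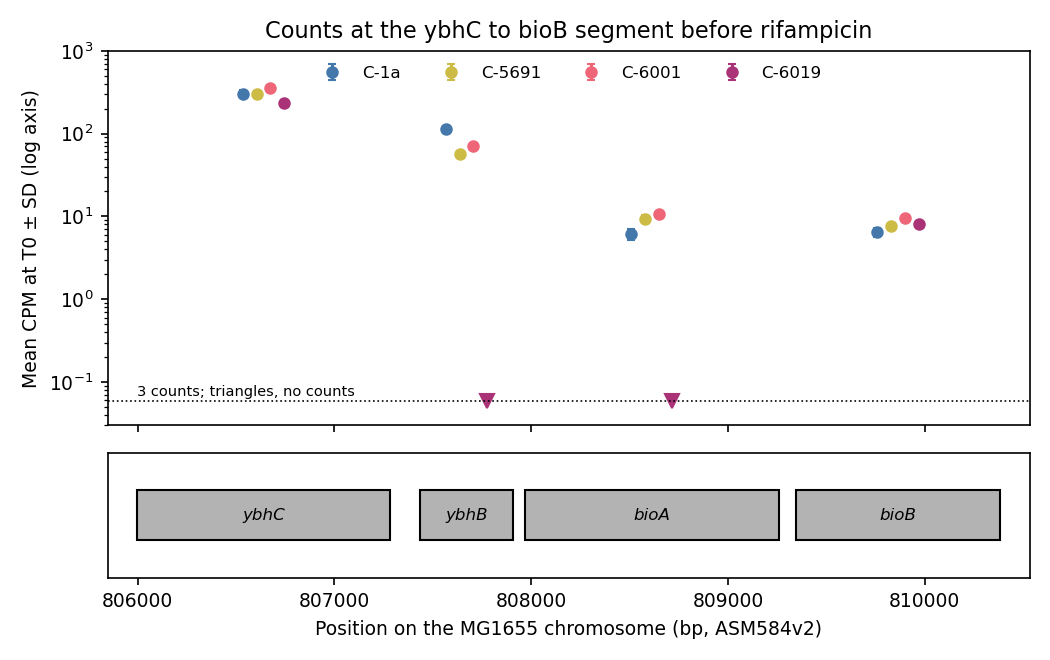
Mean CPM at T0 with SD (log axis) of 4 neighbouring genes in each strain, placed over a map of their positions. Triangles on the line that marks 3 counts stand for ybhB and bioA in C-6019, which had no counts there.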

Values the study reported

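The study reported 307 genes down-regulated and 202 up-regulated in the pnp deletion strain against the strain with bacterial PNPase. For the strain with human PNPase it gave 421 down-regulated and 331 up-regulated genes against the strain with bacterial PNPase. It also reported that 1738 RNAs were more stable and 27 less stable with the human enzyme than without any PNPase. With bacterial PNPase, 786 RNAs were more stable and 521 less stable than in the deletion strain. Between the strain with human PNPase and the deletion strain, 237 genes differed in expression, 135 of them down-regulated and 102 up-regulated with the human enzyme.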

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

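Chosen only after the result was seen were the tests of a common slowing, of a shorter effective time and of a sequencing set, the totals without ssrA and rnpB, and the splits of the samples. The change from T0 to T4 differed between strains by the interaction test in 374 genes for C-5691 against C-1a, 1141 for C-6001 against C-1a, 718 for C-6001 against C-5691 and 1374 for C-6019 against C-1a. For C-6019 against C-6001 the count was 0, with 96 genes at an unadjusted p under 0.05.

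The pattern weighed is that more RNA remained in C-6001 than in C-5691. Scaling to library size as its whole cause is argued against by the single stable RNAs. With each of them as the only reference, the median log2 T4/T0 was higher in C-6001, by 0.593 (ssrA), 0.458 (ssrS), 0.763 (rnpB) and 0.897 (ffs), although single cultures overlapped with ssrS and with ffs. With ssrA and rnpB taken out of the totals, a difference of 16.9 points in median percent remaining was left. Their shares at T4 were similar in C-5691 and C-6001 (10.9% and 10.5% for ssrA, 4.34% and 4.02% for rnpB). This argues against these genes alone as the cause. Other genes that take up the counts were not tested in this way, so they stay open. An additive background would raise genes of low abundance alone, and the 1042 genes with the highest CPM at T0 differed by 0.369 on the log2 scale (0.554 in the 1042 lowest). Gene length as the whole cause is argued against by a difference of 0.512 in the 1043 longest genes and 0.634 in the 1043 shortest.

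A candidate explanation that the values leave standing is one common slowing of decay. When the log2 loss of all genes in C-5691 was multiplied by a single factor of 0.665, estimated from the same data, the 718 calls went to 10 (8 higher and 2 lower, 9 of them among the 718). With the stable RNA reference the factor was 0.748, and 581 calls went to 6. Against C-1a the factor for C-6001 was 0.618 and 1141 calls went to 129, so 1 factor leaves more genes apart there. In simulated data with a true factor of 0.75, the procedure found 0.751 and took 892 calls to 0. With 200 genes changed besides, 193 calls were left. The simulation was given the true scaling, and each gene in C-5691 lost 1 log2 unit more than in the data. The true scaling of the real libraries is not known, so the simulation does not test the factor under a wrong scaling. The genes left in C-6001 against C-5691, seen only after the values were known, were sulA, ychH, mgtS, yoeB, sraG, smg, rpoH, psiE, soxS and leuX, of which ychH, mgtS, yoeB, sraG and soxS were also left with the stable RNA reference.

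Slower decay and a shorter effective time without transcription, for example from slower entry of rifampicin or from sampling, cannot be told apart, since with only 2 time points both multiply the log2 loss of all genes by 1 factor (0.748 with the stable RNA reference). A sequencing set also stays open, since 0 strains have library titles in both runs of numbers. The human enzyme, which the design names, may act on decay and stays open as well. The study reports a longer generation time for C-6001 than for C-1a and C-5691. It allows that indirect effects of this slow growth may have a large part in the stabilization. Growth goes with strain here, so this cannot be told apart either.

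Other splits of the samples could not give a share under 0.1, since 3 against 3 make 10 splits. The real split alone gave as many genes, 1 of 10, for each of the 4 retention counts above, and 10 of the 10 splits gave as many for C-6019 against C-6001, where all gave 0.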

How the results depend on the processing

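Chosen only after results were seen were the tests with legacy = FALSE, with single libraries of 1 strain left out, and by library size without ssrA and rnpB. Where a count moved, the cause was not tested.

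Genes past the threshold from T0 to T4 numbered 1360 in C-6001 with TMM factors and 1336 with DESeq2, against 2207. In C-6019 they numbered 1279 with TMM factors, 1292 with DESeq2 and 3531 with the stable RNA reference, against 2070. At T0, C-6001 against C-5691 gave 109 genes with DESeq2 and 98 with all 24 libraries in the fit, against 65. Leaving out libraries gave 15 (without replicate 3) to 76 (without C-6001 replicate 1, 37 higher and 39 lower).

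For retention, C-5691 against C-1a gave 238 genes with the stable RNA reference and 237 in a fit to only the 2 strains compared, against 374, and 119 (without replicate 2) to 417 (without C-1a replicate 1) when libraries were left out. C-6001 against C-5691 gave 187 with TMM factors and 209 with DESeq2, against 718, and 133 (without replicate 1) to 776 (without C-5691 replicate 3). C-6019 against C-1a gave 888 with TMM factors and 897 with DESeq2, against 1374. C-6019 against C-6001 gave 1 gene (glmY) with a replicate block for the culture and 2 (rrfG and rrfC, of the near-identical 5S rRNA copies) in a fit to only the 2 strains compared, against 0, with 96 at an unadjusted p under 0.05. These genes were chosen after their values were seen.

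Median percent remaining in C-1a, C-5691, C-6001 and C-6019 was 85.5, 91.4, 95.3 and 97.1 with TMM factors. It was 16.7, 18.5, 28.0 and 24.3 with the stable RNA reference, and 35.3, 35.2, 52.1 and 55.6 by library size without ssrA and rnpB. The order of C-6019 and C-6001 turned with the stable RNA reference. Genes under 25% numbered 596, 429, 123 and 110 with TMM factors, and 2559 in C-5691, 1838 in C-6001 and 2137 in C-6019 with the stable RNA reference. Genes in a more stable category numbered 834 for C-5691 against C-1a, 964 for C-6001 against C-5691 and 245 for C-6019 against C-6001 with TMM factors. With the stable RNA reference they numbered 1036 for C-6001 against C-5691 (56 less stable), 666 for C-6019 against C-1a (517 less stable) and 52 for C-6019 against C-6001 (796 less stable). The last comparison ranged from 315 (without replicate 2) to 798 (without replicate 1).

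Of the gene lists at T0, LexA in C-6001 against C-1a lost its call with an estimated correlation (adjusted p = 0.0523). With the preset correlation it was 1.40e-11 to 3.45e-10 when replicates were left out. CpxR in C-6001 against C-1a passed under fry (1.73e-06) and not under camera, where leaving out replicates gave 0.186 to 0.369. Fry was not run with replicates left out. SoxS passed under fry in C-5691 against C-1a (2.48e-05), C-6001 against C-1a (0.000625) and C-6001 against C-5691 (0.00159). Under camera, the last also passed by library size (0.0461) and ranged from 0.0476 (without replicate 2) to 0.167 (without replicate 1). CpxR in C-5691 against C-1a turned its direction under camera without replicate 1, with adjusted p from 0.917 to 0.967 when replicates were left out.

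The change of rnhA reversed. In C-5691 against C-1a it was 0.0447 with the stable RNA reference and 0.0818 by library size, against -0.14. In C-6001 against C-1a it was 0.29 and 0.27, against -0.06, and it ranged from -0.12 (without replicate 2) to 0.0708 (without replicate 1) when libraries were left out.

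Of 115 results for named genes, 95 were past the threshold, 71 of them under all alternatives, and 24 lost their call under at least 1. Calls lost numbered 4 with DESeq2, 3 with TMM factors, 2 with the stable RNA reference, 3 by library size, 4 with a replicate block, 6 in fits to only the 2 strains compared, 1 in fits to only the 2 groups compared, 1 with all 24 libraries and 1 with a mean count of at least 50. Leaving out libraries lost a call in 104 of 945 fits, over 24 results. No filter and quasi-likelihood with legacy = FALSE lost none of these calls.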

Other observations

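The gene counts at T0 for C-6001 against C-5691, the glp results and the alternatives to them were fixed before the data were examined. An exception is the fit without replicate 1 of C-6001. That fit and all other tests in this part were chosen only after the results were seen.

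At T0, ybhB and bioA gave no counts in C-6019, and over its 6 libraries the highest count was 2 for ybhB and 0 for bioA. No other strain had a gene absent in this way. Low depth is argued against, since 0 of 1501 genes with similar counts in C-6001 were at 3 counts or fewer in all C-6019 libraries at T0, and the lowest of their highest counts was 498. A mislabelled or repeated C-6001 library is argued against by the lowest count of either gene in the 6 C-6001 libraries, 169. The genes are neighbours 58 bp apart, and ybhC and bioB on either side gave counts. Loss of a chromosomal segment, intended or not, may therefore explain the pattern. It is a hypothesis, as the genotype of C-6019 is not given and DNA was not analysed here.

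The tRNA genes held a smaller share of the counts in C-1a at T0, 0.786 ± 0.281%, than in C-5691 (2.16 ± 0.0154%), C-6001 (2.13 ± 0.0234%) and C-6019 (2.22 ± 0.176%). The exact permutation p was 0.1 for each, the smallest possible. A sequencing set as the cause is argued against by the difference of 1.37 points between C-5691 and C-1a, whose titles share a run of numbers. The division of reads between near-identical copies is argued against, since 84 of 86 tRNA genes had a higher mean CPM in C-5691. Loss of small RNAs from the C-1a libraries could be a cause and stays open: ncRNA genes of at most 120 bp had a median ratio of 1.37 for C-5691 to C-1a, those longer than this 1.21, and tRNAs are shorter than most of them. The strains' PNPase genotype stays open too. This pattern limits the reading of the metW, metV and metZ rises, and with TMM factors the tRNA genes were higher than in C-1a in C-5691 (83 of 86), C-6001 (81) and C-6019 (82).

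The number of genes that differed at T0 between C-6001 and C-5691 was 65 here (23 lower and 42 higher). That is lower than the number the study gives. With DESeq2 the count was 109. With all 24 libraries in the fit it was 98, and it was 15 without replicate 3 of all strains and 25 without replicate 2. The balance is the opposite of that in the study, where lower genes outnumber higher ones, but leaving out 1 library turned it: without replicate 1 of C-6001 there were 37 higher and 39 lower genes. The threshold and the kind of test are those the study describes, but its methods describe separate cultures for expression levels and it names a further data series, not used here. The comparison may thus be between different libraries, and the cause of the gap was not tested. glpA, glpB and glpC, which the study lists among the largest falls with the human enzyme, were past the threshold and lower in C-5691 than in C-1a, as were glpB and glpC but not glpA in C-6001, and none of the 3 was past it between C-6001 and C-5691. Counts for the other comparisons at T0 and for category changes were of similar size in the study.

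Of the 10 splits of the samples, 1, the real one, gave as many genes past the threshold for each T0 comparison (C-5691, C-6001 and C-6019 against C-1a, C-6001 against C-5691, C-6019 against C-6001) and for T4 against T0 in each of the 4 strains. The other splits gave 0 genes past the threshold. For T4 against T0, where numbers pair the libraries, the real split is 1 of the 4 that part all 3 pairs, so chance is harder to exclude there. The others mix times within at least 1 culture.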
